A study of Homo sapiens with 4 samples.

How the data were processed

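The experiment used HEK293T cells, a human embryonic kidney line that is transfected with high efficiency. Per the labels, 2 libraries came from cells given a gapmer antisense oligonucleotide (ASO) against SNORD89 and 2 from cells given none. A gapmer is a short modified DNA strand that pairs with an RNA and directs its cleavage by RNase H; SNORD89 is a small nucleolar RNA of the C/D box class. Per the labels, the ASO was transfected at 70 nM with a lipid reagent, the medium was changed at 24 hours, and RNA was taken at 48 hours. The cells without ASO are marked as having had no treatment, although their labels carry the same transfection protocol, so whether they received the lipid reagent is not clear; no control ASO is named. Poly(A) RNA was selected, and libraries were sequenced as read pairs of 150 bases, per the labels' protocols.

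The data used here are 1 comparison table of skipped exons. Per the file headers, it has the layout of the rMATS program for skipped exons counted on junction reads, that is, reads that span a splice junction. The rMATS version, the aligner and its settings, and the annotation release are not stated in the headers or labels. Each event is 3 exons of a gene, of which the middle one is either included or skipped. For each event the deposited table gives the number of junction reads that support inclusion and the number that support skipping, separately for 2 libraries in each of 2 sets. It also gives the inclusion level of each library as a fraction from 0 to 1, made by the authors from these reads after division by the effective length of each form. The difference in inclusion level, a score from -1 to 1, is in the deposited table as the mean of the first set minus the mean of the second. The p-value per event is the authors' rMATS p-value, and the false discovery rate (FDR) in the deposited table is its Benjamini-Hochberg adjustment over all events. Inclusion levels and their differences recomputed from the reads differed from the deposited ones by at most 0.0005, which is their rounding, and recomputed FDR values were identical within floating-point error.

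No header or label says which set of the table is the ASO-treated one. The table's title lists SNORD89 before the cells without ASO, but directions are given here only as first set against second set. The reads of the 2 libraries of a set share a cell of the table, without the replicate numbers of the labels, so libraries are named by their place in the cell (library 1 and library 2 of a set). These numbers are names only and pair nothing across sets.

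The genome build is not stated. The last exon on chromosome 1 ends at position 249152618 in the table, beyond the last gene end of 248937043 on that chromosome in GENCODE release 29, which uses GRCh38, and gene identifiers carry older version numbers. The coordinates were therefore read as GRCh37 and are printed as in the table, with 1-based starts. GENCODE release 29 was used for names and annotation only: 11517 of 11646 gene identifiers were found in it, and 94.0% of events were matched by the spacing of their 3 exons within the gene. An exon is called coding, partly coding or non-coding from that match, and no position was converted between builds.

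Events were tested where the mean over the 4 libraries was at least 20 junction reads. An event was called from the authors' deposited table at an FDR under 0.05 and an absolute difference in inclusion level of at least 0.1. As a test that takes the spread between libraries as its error, limma 3.58.1 in R 4.3.3 was fitted to the log2 ratio of inclusion to skipping reads, with a pseudocount of 0.5 and a correction for the form lengths, using lmFit and eBayes with trend. A quasi-binomial model per event, with its dispersion moderated by limma's squeezeVar and never set under 1, was run beside it. Both used Benjamini-Hochberg adjustment over the tested events. These choices, the thresholds and the alternatives were fixed before the data were examined, except the alternatives said below to have been chosen after.

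The 3 tests across events computed here were tested on simulated data, and the authors' rMATS test was not. The simulation drew reads for the 54503 tested events at their real depths and pooled shares of inclusion reads. In 200 events this share was raised by 0.3 in the first set. The share is not corrected for the form lengths, so the change in inclusion level was not 0.3 throughout. The 200 events were drawn from a limited range of shares, and none was lowered. The limma test on the log2 ratio found 0 of the 200 changed events at an adjusted p-value under 0.05, with binomial noise as well as with the scatter measured between libraries of the table. The quasi-binomial model found 144 of the 200 with binomial noise and 59 with the measured scatter, with 2.04% and 7.81% of its calls false. A count of 0 from the limma test thus does not show that no exon changed. More than 200 changed events were not simulated. The measured scatter of the second set's libraries was taken from pairs across the sets, so a difference between the sets counted as scatter. An added limma fit with precision weights from the read counts, chosen after seeing the data, found 38 and 0 of the 200.

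Events named in the text were to be those called from the authors' deposited table and by limma, with inclusion levels that do not overlap between the sets, 1 event per exon (the best covered), up to 5 with the largest positive and 5 with the largest negative difference, plus the events of RNF149. Because limma called no event, the quasi-binomial model took its place in this rule; that change was made after seeing the data. Properties of called exons were compared with exons that could have been called: 1 event per exon, a mean of at least 20 junction reads and a mean inclusion level between 0.05 and 0.95. The event taken was the best covered one, and an exon counted as called only if that event was called. Shares were compared by Fisher's exact test and medians by a permutation test with 100000 resamples, all two-sided, with Benjamini-Hochberg adjustment over the 4 comparisons. After a difference in flanking intron length was seen, it was tested again by permuting the calls within 10 groups of equal read depth, with 10000 resamples. Splicing factor genes were those whose symbol starts with SRSF, TRA2, HNRNP, RBM, RBFOX, PTBP, CELF, MBNL, U2AF, SF3, SNRP or PRPF.

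Intervals are 95% Wilson intervals of a library's junction reads, carried over to the length-corrected inclusion level. They cover counting error only, since reads are not independent molecules. Scatter between a pair of libraries was measured over events with at least 10 reads in both and a pooled share of inclusion reads between 0.1 and 0.9, as a chi-square value with 1 degree of freedom. Its median is given relative to 0.455, the median under binomial sampling. Reads per gene were summed over events, scaled to reads per 1000000, and compared on the log2 scale with 1 added, for genes with a mean of at least 100 reads; a read can count in several events, so these sums are neither library depth nor gene expression in the usual sense. Alternatives covered the read minimum, the thresholds, the pseudocount, the adjustment, the background and each library left out in turn. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.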

Results

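Exon skipping was compared between HEK293T cells treated with an ASO against SNORD89 and cells given no ASO, with 2 libraries in each group, to ask which exons are spliced differently after the small nucleolar RNA is depleted. The authors' deposited table held 65601 skipped exon events, covering 49507 distinct exons in 11646 genes. The median exon length was 117 nt. Of these events, 54503 (83.1%) had a mean of at least 20 junction reads per library and were tested further. They covered 43103 exons in 9999 genes. Most tested exons were included almost always: 66.1% had a mean inclusion level above 0.95. Between 0.05 and 0.95, with reads in every library, lay 13318 events.

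Summed over events, the libraries held 38613055 and 39012939 junction reads in the first set of the table and 42868431 and 43929373 in the second. The median per tested event was 222 and 199 reads in the first set and 157 and 171 reads in the second, so the second set had fewer reads on the typical event although its sums were larger. The 100 genes with most reads took 31.7% and 34.1% of the reads in the first set and 39.8% and 38.4% in the second. Library 2 of the second set had no reads on 3280 events of the table, against 513, 624 and 583 in the other libraries.

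Inclusion levels differed between libraries of the same set by more than counting error. Across the 2 libraries of the first set, the median chi-square value per event was 2.58 times that of binomial sampling, and 11.4% of compared events differed by more than 0.2 in inclusion level. Across the 2 libraries of the second set it was 6.53 times, and 29.4% of events differed by more than 0.2. All 3 pairs that contained library 2 of the second set lay between 6.53 and 6.81 times, and the 3 pairs without it between 2.58 and 2.98 times. Library 1 of the second set differed from the libraries of the first set by 2.98 and 2.91 times binomial sampling, close to the difference within the first set.

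**Figure D1:**
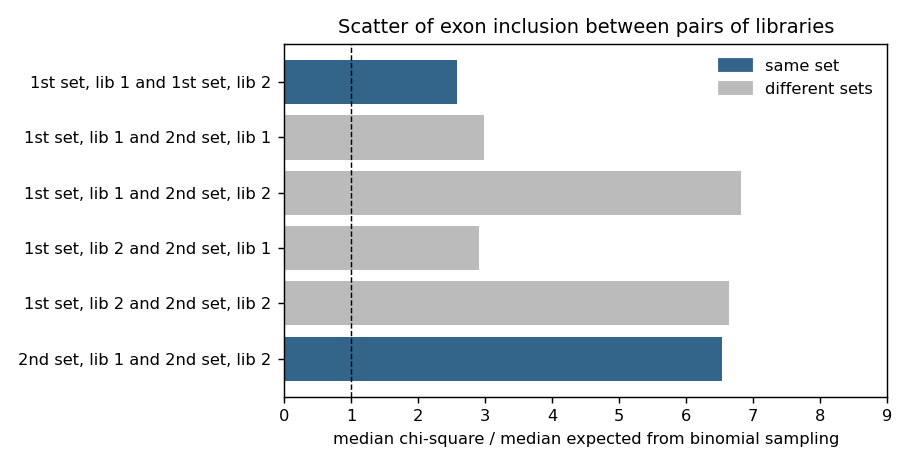
Scatter of exon inclusion for each of the 6 pairs of libraries, as the median chi-square value over that of binomial sampling (dashed line at 1). Blue bars are pairs of the same set and grey bars pairs of different sets; the 3 pairs with library 2 of the second set reach 6.53 to 6.81 and the others 2.58 to 2.98.

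SNORD89 is not itself measured by exon skipping, so its depletion was not checked here. In GENCODE release 29 it lies in an intron of a long transcript of RNF149, on the same strand, beyond the end of the protein-coding transcript. RNF149 (ENSG00000163162.4, minus strand of chromosome 2, GRCh37) had 3 skipped exon events. None of the 3 had an FDR or a p-value under 0.05 in the authors' deposited table. For the coding exon at 101902543 to 101902639, the authors' deposited table gives a difference of 0.018 and an FDR of 0.881. Its inclusion level was 0.975 (95% interval 0.928 to 0.991) and 0.992 (0.957 to 0.999) in the first set, and 0.966 (0.904 to 0.988) and 0.965 (0.902 to 0.988) in the second, from 193, 209, 142 and 139 reads. The other coding exons, at 101898321 to 101898519 and at 101905435 to 101905517, had differences of -0.006 and -0.016 in the authors' deposited table, with an FDR of 1 each. In each of the 3 events the 95% intervals of all 4 libraries overlapped. Junction reads of RNF149 per 1000000 junction reads came to 11.2 and 10.3 in the first set and 7.92 and 6.29 in the second.

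To find exons whose inclusion differed between the conditions, events were first called from the authors' test. An FDR under 0.05 was given to 4203 events of the authors' deposited table. Of these, 1088 had a mean under 20 reads and 1638 of the remaining 3115 differed by less than 0.1 in inclusion level. The other 1477 events were called, 2.71% of those tested, in 1442 exons of 1201 genes. Among all tested events, 7779 (14.3%) had a p-value under 0.05 in the authors' deposited table. The median absolute difference of the called events was 0.165, and 27 differed by at least 0.5. Of all alternatives, a difference of at least 0.2 moved the count most as a ratio, to 525, and leaving out the read minimum moved it most in number, to 2559.

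Called events were shallow. Their median depth was 48.5 reads per library, against 198.5 reads for tested events not called. Among events with a mean inclusion between 0.05 and 0.95, divided by depth into 4 groups of about equal size, 18.2% were called in the shallowest group (20 to 41.25 reads) and 2.25% in the deepest (from 195.25 reads). The median absolute difference of called events fell from 0.206 in the shallowest group to 0.116 in the deepest. For 1168 called events (79.1%), the inclusion levels of the 2 sets did not overlap, where chance gives 33.3% without any selection; for the other 309 the sets overlapped.

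Called events were split nearly evenly in direction, with 729 higher and 748 lower in the first set. The share higher was 49.4% (95% Wilson interval 46.8 to 51.9%), counting events as independent. The calls higher in the first set rested largely on 1 library. Without library 2 of the second set, 374 of the 729 still differed by at least 0.1 in the same direction (51.3%), 114 showed no difference at all and 59 had the opposite sign. Of the 748 calls in the other direction, 628 (84.0%) kept a difference of at least 0.1 without that library. With each of the other libraries left out in turn, between 1261 and 1418 of the 1477 called events kept such a difference, against 1002 without library 2 of the second set. Over all tested events, the median difference was -0.002, smaller than the SD of 0.00566 between the median inclusion levels of libraries of one set. That SD is of another quantity, and library 2 of the second set had a median of 1. The median per-event difference of library 1 minus library 2 was 0 in each set. These medians are dominated by exons close to full inclusion. Over events with a mean inclusion between 0.05 and 0.95 the median difference between the sets had the other sign, 0.004, and 52.0% of events were higher in the first set. Within the first and second set it was 0 and -0.000232 for these events. No test was run on these medians.

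Tests with the spread between libraries as their error gave counts that differed with the model. By limma on the log2 ratio of inclusion to skipping reads, 0 events had an adjusted p-value under 0.05, with 2638 (4.84%) at an unadjusted p under 0.05 and a smallest adjusted p-value of 0.956. This test also found 0 of 200 simulated changes, so a count of 0 does not show that no exon changed. The simulation allows no more than that, since its noise differed from the data. At the measured scatter, limma gave an unadjusted p under 0.05 to 9.89% of unchanged simulated events, against 4.84% of the real events. Whether limma would find changes if more than 200 events had changed was not simulated. The quasi-binomial model, which found 59 of 200 simulated changes at the scatter of these libraries, gave 16 events with an adjusted p-value under 0.05. Of these, 9 differed by at least 0.1, and all 9 were among the calls from the authors' test. A limma fit with precision weights, chosen after seeing the data, gave 358 events with an adjusted p-value under 0.05. Of the 358, 178 differed by at least 0.1, and 120 of the 178 were calls from the authors' test. In the simulation at the measured scatter, this weighted fit found 0 of the 200 changes. There it gave an unadjusted p under 0.05 to 8.26% of unchanged events, so its counts are uncertain. Of the 1477 calls, 1010 (68.4%) had an unadjusted p under 0.05 by the quasi-binomial model and 827 (56.0%) by limma. In 7 of the 9 events the sets did not overlap.

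To set the calls beside other groupings, the 4 libraries were also split in the other ways into 2 and 2. Over 13318 events of intermediate inclusion, 4455 events were separated by the deposited grouping and 4074 and 4332 by the others. At a gap of more than 0.2 the counts were 170 against 97 and 105.

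**Figure D2:**
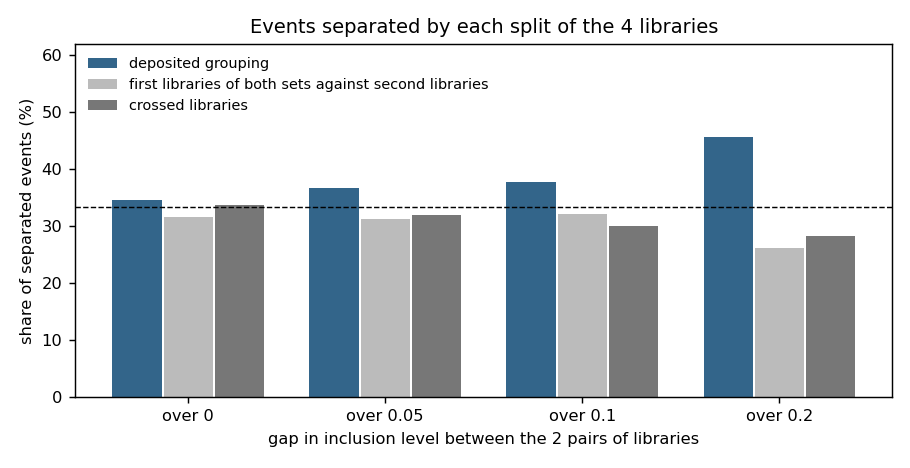
Events of intermediate inclusion whose levels separate 2 libraries from the other 2, by the gap between them (inclusion level), as the share (%) that each of the 3 groupings takes; the dashed line is the 33.3% that chance gives. The deposited grouping takes 34.6% of events at any gap and 45.7% at a gap over 0.2.

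By the naming rule, 3 exons were included more in the first set. The exon of REPIN1 (ENSG00000214022.7) at 150067803 to 150067973 on chromosome 7, 171 nt long and partly coding, had a difference of 0.142 and an FDR of 7.55e-09 in the authors' deposited table. Its inclusion level was 0.214 (95% interval 0.164 to 0.273) and 0.148 (0.114 to 0.190) in the first set and 0.0377 (0.0219 to 0.0640) and 0.0390 (0.0222 to 0.0675) in the second, from 159 to 221 reads per library. The adjusted p-value of the quasi-binomial model was 0.00886. Without the correction for form lengths the REPIN1 difference was 0.231, more than 1.5 times as large. An exon of MKNK2 (ENSG00000099875.10) at 2039630 to 2039855 on chromosome 19, 226 nt long and not matched to release 29, had a difference of 0.199 and an FDR of 4.25e-06 in the authors' deposited table. Its levels were 0.461 (0.415 to 0.508) and 0.470 (0.424 to 0.517) in the first set and 0.305 (0.269 to 0.344) and 0.228 (0.192 to 0.268) in the second, from 353 to 481 reads, with a quasi-binomial adjusted p-value of 0.00118. The third was a partly coding exon of 152 nt in POMT1 (ENSG00000130714.11) at 134379576 to 134379727 on chromosome 9, with a difference of 0.226 and an FDR of 0.00916 in the authors' deposited table. POMT1 levels were 0.568 (0.505 to 0.629) and 0.597 (0.528 to 0.664) against 0.453 (0.386 to 0.523) and 0.261 (0.219 to 0.307), from 210 to 302 reads, with a quasi-binomial adjusted p-value of 0.00868. Leaving out library 2 of the second set brought the POMT1 difference from 0.226 to 0.130, a change of more than 1.5 times.

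Another 3 exons were included less in the first set. The largest difference was in DNAJB14 (ENSG00000164031.12), for a partly coding exon of 56 nt at 100845917 to 100845972 on chromosome 4, with -0.71 and an FDR of 7.55e-09 in the authors' deposited table. It rested on few reads: the level was 0.242 (95% interval 0.156 to 0.356) and 0.123 (0.0568 to 0.247) in the first set, from 59 and 37 reads, and 0.784 (0.530 to 0.921) and 1 (0.850 to 1) in the second, from 18 and 30 reads. The quasi-binomial adjusted p-value was 0.00314. A 59-nt exon of AC006014.7 (ENSG00000242073.2) at 75113475 to 75113533 on chromosome 7 had a difference of -0.6 and an FDR of 1.71e-05 in the authors' deposited table. Its levels were 0.209 (0.147 to 0.289) and 0.258 (0.162 to 0.385) against 0.667 (0.429 to 0.843) and 1 (0.839 to 1), from 19 to 104 reads, with a quasi-binomial adjusted p-value of 0.0165. Release 29 lists this gene as a transcribed unprocessed pseudogene, so its reads can be shared with related copies and its value is uncertain. In CNOT1 (ENSG00000125107.12), a 122-nt exon outside the coding sequence at 58658577 to 58658698 on chromosome 16 had a difference of -0.221 and an FDR of 5.18e-06 in the authors' deposited table. CNOT1 levels were 0.118 (0.0939 to 0.147) and 0.167 (0.129 to 0.213) against 0.417 (0.325 to 0.515) and 0.311 (0.245 to 0.385), from 99 to 373 reads, with a quasi-binomial adjusted p-value of 0.0140. By limma the adjusted p-value was 0.956 for each of the 6 exons.

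**Figure D3:**
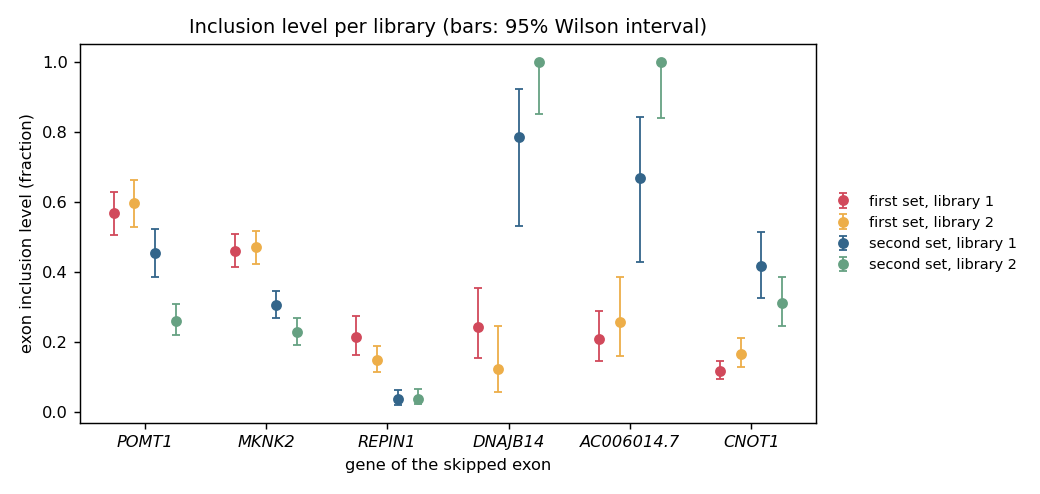
Inclusion level (fraction of transcripts with the exon) of the 6 exons in each library, with bars for the 95% Wilson interval of counting error. In POMT1, MKNK2 and REPIN1 both libraries of the first set lie above both of the second, and in DNAJB14, AC006014.7 and CNOT1 below; library 2 of the second set is at 1 in DNAJB14 and AC006014.7.

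The remaining 3 of the 9 exons fell outside the rule and are named after their values were seen. In STX16 (ENSG00000124222.17), a coding exon of 12 nt at 57234679 to 57234690 on chromosome 20 had a difference of -0.401 and an FDR of 1.4e-08 in the authors' deposited table. A second event on the same exon had more reads, and it was not among the 16 events that the quasi-binomial model gave an adjusted p-value under 0.05. The values given here are those of the event with fewer reads, so this exon is uncertain. STX16 levels were 0.590 (95% interval 0.489 to 0.683) and 0.488 (0.371 to 0.607) in the first set and 0.937 (0.830 to 0.978) and 0.943 (0.847 to 0.981) in the second, from 51 to 97 reads, with a quasi-binomial adjusted p-value of 0.0357. In GOPC and BIRC6 the sets overlapped: both exons were at an inclusion level of 1 in 3 libraries, and library 2 of the second set alone was lower. The GOPC exon (ENSG00000047932.9, 117892023 to 117892118 on chromosome 6) had a difference of 0.155 and an FDR of 0.000212 in the authors' deposited table, and was at 0.689 (95% interval 0.576 to 0.784) in that library, from 93 reads. For the coding BIRC6 exon (ENSG00000115760.9, 32706388 to 32706521 on chromosome 2) the authors' deposited table gives 0.328 and an FDR of 0.00645. Its level there was 0.345, from 18 inclusion and 18 skipping reads, and library 1 of the second set had only 6 reads on it.

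Sequence features of called exons were compared with those of exons that could have been called. The comparison held 1076 exons called at their best covered event and 8884 others. Of the 1442 called exons, 1078 were called at that event. The others can therefore include exons called only at a less covered event, which would weaken any difference. A length divisible by 3, which keeps the reading frame when a coding exon is skipped, was found in 43.8% of called and 44.9% of other exons (odds ratio 0.954, Fisher's exact test p = 0.475, adjusted 0.475). This odds ratio changed direction, to 1.16 (Fisher's exact test p = 0.0168), when exons of any mean inclusion level were taken as background. The median length was 122 nt against 117 nt, which did not pass the adjustment (permutation p = 0.0418, adjusted 0.0835). Splicing factor genes held 8 called exons (0.743%) and 96 others (1.08%), an odds ratio of 0.686 (Fisher's exact test p = 0.425, adjusted 0.475). The flanking introns of called exons summed to a median of 6400 nt against 5187 nt (permutation p = 3e-05, adjusted 0.00012). Called exons also had fewer reads, and permuting the calls within 10 groups of equal read depth gave a mean difference of 1038 nt, with a permutation p = 0.595 for the observed 1214 nt.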

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

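For calling events, the limma fit with precision weights was chosen after the data were seen. So was the limma fit limited to events with a mean inclusion between 0.05 and 0.95. The use of the quasi-binomial model in the naming rule was also decided after the data were seen. The permutation of intron length within groups of read depth followed the intron result. Further tests chosen after a result are named as such under the other observations. The count of 1477 calls from the authors' test rose to 2559 with no read minimum and to 2499 at a difference of at least 0.05. It fell to 719 at a mean of at least 50 reads, to 525 at a difference of at least 0.2 and to 748 at an FDR under 0.01. These changes follow from the construction of the thresholds. Under 4 other alternatives the count stayed within 1.5 times: 2026 at a mean of at least 10 reads, 1078 with 1 event per exon, 1416 with the adjustment limited to tested events, and 1168 with the sets not overlapping. Leaving out each library in turn, the number of called events with a difference of at least 0.1 in the same direction ranged from 1002 to 1418.

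The share of calls higher in the first set was 49.4%. It moved to 53.4% at a mean of at least 50 reads, to 52.0% at a difference of at least 0.05 and to 52.2% at a difference of at least 0.2; the cause was not tested. With each library left out in turn, differences of the same 1477 calls were recomputed without a new test. The share above 0 then ranged from 38.1% to 49.4% when differences of exactly 0 counted as not higher. Among calls that kept a difference of at least 0.1 it was 53.2% and 53.4% without library 1 or 2 of the first set, 48.2% without library 1 of the second and 37.3% without library 2 of the second. In the last case the 38.1% follows from 114 calls higher in the first set that fell to a difference of 0, 59 that changed sign and 7 that changed sign in the other direction; without differences of 0 it was 41.4%.

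The limma count of 0 was also 0 under 10 alternatives, among them another read minimum, a pseudocount of 1 and the fit to events of intermediate inclusion. Since the test recovered none of the simulated changes, this says nothing about stability. The quasi-binomial model gave 9 calls and the limma fit with precision weights 178, of which 120 were also calls from the authors' test; the cause of the difference between these models was not tested. No paired analysis was possible because the table's columns carry no replicate numbers. The limma fit with each library left out, and the comparisons of exon features for limma calls, gave no value because limma called no event.

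The odds ratio for a length divisible by 3 changed direction with a background of any mean inclusion, from 0.954 to 1.16 (Fisher's exact test p = 0.0168). At a mean of at least 50 reads it kept its direction, at 0.849 (Fisher's exact test p = 0.0734). The cause of the change in direction was not tested. The difference in exon length, 5 nt, was 4 nt with that background (permutation p = 0.0899) and 8 nt at a mean of at least 50 reads (permutation p = 0.0222). The longer flanking introns, and the comparison of splicing factor genes, which found no difference, kept their direction and their side of the threshold under the 2 alternatives run. The median difference over all events, -0.002, has no test; it was -0.002 with no read minimum and -0.001 at a mean of at least 50 reads, and ranged from -0.00294 to 0 with each library left out in turn. With uncorrected junction reads, the REPIN1 difference moved from 0.142 to 0.231, by more than the spread between libraries, and those of the other 5 named exons by less. With each library left out in turn, the named exons keep their sign by construction, since the sets do not overlap, so only the size is informative: POMT1 ranged from 0.130 to 0.322, REPIN1 from 0.110 to 0.175 and AC006014.7 from -0.767 to -0.434. Depth limits the calls most in DNAJB14 and AC006014.7, where libraries of the second set had 18 to 30 reads.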

Other observations

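The tests of lower sequencing depth, of an exchange of libraries and of events separated by more than 0.2 were chosen after the result was seen; the other tests were set before their own outcome was seen, that of intron length and read depth after the intron difference itself was known. Library 2 of the second set scattered more than the other libraries, and 22.2% of its inclusion levels at events of intermediate inclusion were exactly 0 or 1, against 7.15%, 7.97% and 10.7% in the others. The scatter cannot test lower sequencing depth as the cause, because its chi-square value already allows for the number of reads. For the levels at exactly 0 or 1, lower depth is argued against. This library had the largest sum of junction reads, 43929373, and its median of 171 reads per tested event was above the 157 of library 1 of the same set. An exchange with a library of the first set is also argued against: across genes, which are not independent replicates, its reads per gene correlated at r = 0.991 with the other library of its set and at most at 0.976 with the first set. Inclusion differences specific to this library, if of equal size at every depth, would raise its scatter with depth. The excess over the other pairs instead fell over 4 groups of events by depth. It was 2.59 times in the shallowest, then 2.55 and 2.12, and 2.10 in the deepest, a ratio of 0.812. This argues against differences of equal size, but not against differences that are smaller in deeper events. Repeated counting of the same molecules, for example by amplification from little RNA, would give a factor about equal at every depth. The observed factor was not quite equal, so the ratio cannot separate repeated counting from differences that are smaller in deeper events. Repeated counting, if present, may also account for part of the calls that rest on this library. A biological difference of this one sample was not tested further.

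Groupings of the 4 libraries were compared by several counts. By limma, 2638 events had an unadjusted p under 0.05 in the deposited grouping, and 2254 and 2317 in the other groupings of 2 against 2. Neither of the other groupings reached the deposited count. With only 3 splits, any one of them comes first by chance in 33.3% of cases. Whatever the counts, chance can thus not be told apart here from a difference between the sets. The quasi-binomial model gave 16 events with an adjusted p-value under 0.05 against 4 and 4, and limma with precision weights 358 against 0 and 13. Among events of intermediate inclusion, the deposited grouping separated 4455 events, 34.6% of those separated by any grouping, where chance gives 33.3%. The excess grew with the gap: at more than 0.2 it separated 170 events (45.7%), against 97 and 105. These 170 events may hold exons that respond to the ASO, but handling shared by the 2 libraries of a set would give the same excess and cannot be told apart from it with 3 splits.

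Reads per gene differed more between the sets than within them. Over 8700 genes, the SD of the log2 ratio between the sets was 0.56, against 0.17 and 0.22 for the other groupings. The ratio fell with the GC content of a gene's transcripts (Spearman's rho across genes -0.430) and rose with their length (0.204), and genes are not independent replicates. Removing the trend with GC content left an SD of 0.51, removing the trend with length left 0.53, and removing both left 0.48. Neither trend is thus the whole of the difference. What stays open is a change of gene expression by the ASO, by the transfection, or by the handling of each set, and none of these was tested. With only 3 splits, the deposited grouping would also come first by chance in 33.3% of cases. On transfection the labels are in conflict, since the cells without ASO carry the same transfection protocol as the others but are marked as having had no treatment.

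The log2 ratio of RNF149 junction reads between the sets was 0.54, and its absolute value lay at the 63.6th percentile of the 8700 genes. No explanation of it was tested, and SNORD89 itself was not analysed here.

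Genes that carry a small nucleolar RNA did not hold more called exons. They held 19 of the 1076 exons called at their best covered event (1.77%) and 177 of 8884 others (1.99%), an odds ratio of 0.884 (Fisher's exact test p = 0.727). The counts are too small to exclude a modest difference in either direction.

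The longer flanking introns of called exons may come from read depth alone. Called exons lie in genes with fewer reads, and when the calls were permuted within 10 groups of equal read depth, the mean difference in median intron length was 1038 nt, close to the observed 1214 nt (permutation p = 0.595). No biological explanation was tested.

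Outside the naming rule, and chosen after their values were seen, the quasi-binomial model gave an adjusted p-value under 0.05 to 7 exons whose difference was under 0.1. They include the deepest events of its list. In CCT4, an exon of 234 nt at 62115159 to 62115392 on chromosome 2 was included at 0.0542 and 0.0716 in the first set and 0.0998 and 0.0998 in the second, from 4711 to 5883 reads per library, with an adjusted p-value of 7.04e-11. Exons of SNRNP70 and SRSF1, which encode splicing proteins, were included more in the first set, by 0.013 and 0.045 in the authors' deposited table. The SNRNP70 exon was at 0.0291 and 0.0228 against 0.0156 and 0.0113. The authors' deposited table gives an FDR of 0.421 to the RPS24 exon and 0.0937 to that of PCBP2, although both had adjusted p-values under 0.05 by the quasi-binomial model, 0.00222 and 0.0426. The SLC20A1 exon had only 191 to 451 reads per library, and its difference came mostly from library 2 of the second set, at 0.110 against 0.0160, 0.00392 and 0.0227 in the others. No explanation of these differences was tested.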
